A study of Homo sapiens with 2 samples. Its data were reported in "PBX1 Genomic Pioneer Function Drives ERα Signaling Underlying Progression in Breast Cancer" (2011).

How the data were processed

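Chromatin of MCF7 cells was immunoprecipitated with an antibody against PBX1 and sequenced beside an input library, 1 library each, grouped by the antibody named in the labels. According to the study's methods, which do not state that the input served as the control, the authors aligned the reads with ELAND and called peaks with MACS. The versions of both are not given in the sources used here, and the submitters' processing notes name build hg18. No pooling of libraries is described. The deposited list gives each peak's start, end and score, and the score is the authors' own value for each peak. It has no header. Its lowest score is 50, and the score was taken as that of MACS, which rises as the p-value of a peak falls. This scale was inferred, and the score was used only to describe, rank and filter peaks within the list. The list holds neither reads nor background, so the depth behind each peak is unknown from it, and the input library was not analysed here on its own.

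Starts were counted from 1. Widths, scores and positions were summarised with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Medians were given with 95% order-statistic intervals, shares with 95% Wilson intervals and peaks per Mb with 95% exact Poisson intervals. Chromosome length was taken as the span from first to last peak. This span includes long stretches without peaks, such as the gap of 22.0 Mb on chromosome 1, which lower the peaks per Mb. The relation of score to width was tested by Spearman's rho with 100000 permutations. Chromosomes 1, 17 and 20 were compared with the other 20 by an exact two-sided permutation test over all 1771 splits. Clustering was measured as the share of peaks whose nearest other peak lay within 10000 bp, against 1000 random placements that kept each peak's chromosome and width. Placements over the whole span could also fall in such gaps. P-values were adjusted over 8 tests by the Benjamini-Hochberg method. Chromosomes and peaks of 1 library are not replicates, so no p-value speaks of other cultures.

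Listed positions of the study's PCR sites served only to name peaks. Their build is not stated, so the number of overlaps was set against 40 shifts of all positions in steps of 500 kb, up to 10 Mb each way, and no listed position is printed. Peaks were named by rule as the 10 with the highest score, the 5 widest, the 10 non-overlapping 1-Mb windows with the most peaks and the named PCR sites. These rules, the tests of chromosomes 1, 17 and 20 for density and score, and most alternative settings were fixed before the data were examined. The score threshold of 1000 and the width threshold of 4000 bp were chosen afterwards.

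The steps were tested on simulated data. The random lists were drawn in the same way as the placements, so they check the computation. They do not show whether uniform placement suits the genome. All 20 random lists fell inside the range of random placements, a list with planted neighbours fell above it, and the exact test called 5.24% of 5000 sets of random values at a threshold of 0.05. No genome or annotation of build hg18 was used here, and the gene table at hand is on another assembly, so no positions were carried between builds. For that reason 8 planned results were not run: the genomic distribution of peaks, their distance to transcription start sites, the share of genes, of fixed gene lists, of estrogen-responsive genes and of PBX1-dependent genes with a peak, the share of peaks with a motif, and the score by genomic class or motif.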

Results

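PBX1, a homeodomain transcription factor of the TALE class, was mapped on the chromatin of MCF7 cells, an estrogen receptor-positive human breast cancer line, by chromatin immunoprecipitation followed by sequencing. The data comprised 1 PBX1 ChIP library and 1 input library of sonicated DNA, and the deposited result was 1 list of PBX1 peaks. The input is taken here to have been the control for the peak calls. Each peak had a position on genome build hg18 and a score. With 1 library of each kind there was no replicate, so no value below has a spread between replicates. The list itself carries no read depth, which the study gave as totals per library, and the intervals given cover counting error only. They treat peaks as independent, but peaks lay closer together than random positions, so intervals of peaks per Mb are likely too narrow.

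The list held 24254 PBX1 peaks on the autosomes and the X chromosome, which together covered 30.2 Mb. Most peaks were narrow and scored low: the median width was 1077 bp (95% order-statistic interval 1072 to 1083), with quartiles of 853 and 1419.8 bp, and the median score was 98.4, with quartiles of 66.5 and 187. Scores ran from 50 to 3233, and 11934 peaks (49.2%) reached 100. A score of at least 1000 was held by 970 peaks, or 4.00% (95% Wilson interval 3.76 to 4.25). A single value of 3100 was shared by 147 peaks and exceeded by 13. The highest score, held by 2 peaks, equals the score of the smallest number that double precision can hold, if the score is read as a log p-value. The place of the 147 tied peaks relative to the 13 above them was therefore not read from the score.

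**Figure D1:**
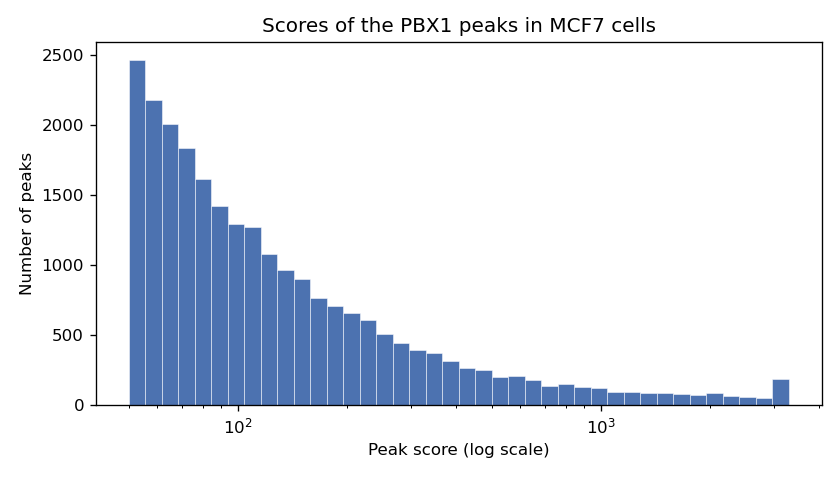
Number of PBX1 peaks by score, with the score on a log axis and bins of equal width on that axis. The lowest bin, from 50, holds the most peaks, and the last bar, which includes the 147 peaks with a score of 3100, rises above its neighbours.

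The 160 peaks with a score of 3100 or more lay on 21 chromosomes, with 29 of them on chromosome 19 and 16 on chromosome 1. The 10 highest listed scores are given here by position, without ranking these peaks above the 147 at 3100. A score of 3233 was held by a peak on chromosome 1 from 117464459 to 117467144 and by another on chromosome 19 from 15389517 to 15391730. Chromosome 19 held a further peak from 4103784 to 4105141 with a score of 3216, and chromosome 1 one from 31882371 to 31884003 with a score of 3190. The peak on chromosome X from 62890967 to 62892453 scored 3188, and that on chromosome 21 from 31851513 to 31854591 scored 3184. The remaining 4 of the 10 highest scores, between 3118 and 3169, belonged to chromosome 22 (36327047 to 36328508), chromosome 3 (25680651 to 25682247), chromosome 1 (196391522 to 196395561) and chromosome 20 (44467728 to 44469737).

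Peaks with higher scores were also wider. Across peaks, Spearman's rho between score and width was 0.401, with a two-sided permutation p of 1e-05, the smallest that the permutations can give (adjusted p = 8e-05). The median width was 880 bp among the 4047 peaks with a score under 60 and 1618 bp among the 970 peaks with a score of at least 1000. Within single chromosomes rho ran from 0.334 to 0.495. Peaks of one library are not independent replicates, so this p describes the list alone. Score and width also come from the same peak call, so they are not separate measurements of binding.

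The 5 widest peaks had scores from 116 to 1175, all above the median of 98.4. The widest lay on chromosome 20 from 46231419 to 46278972, spanned 47554 bp and had a score of 155. The next, on chromosome 17 from 55268064 to 55306073, spanned 38010 bp with a score of 116. Chromosome 20 also held the next widest peak, of 13576 bp from 45492962 to 45506537, with a score of 285. A peak of 12283 bp on chromosome 16 (84047943 to 84060225) scored 1175, and one of 12259 bp on chromosome 17 (56028617 to 56040875) scored 140.

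**Figure D2:**
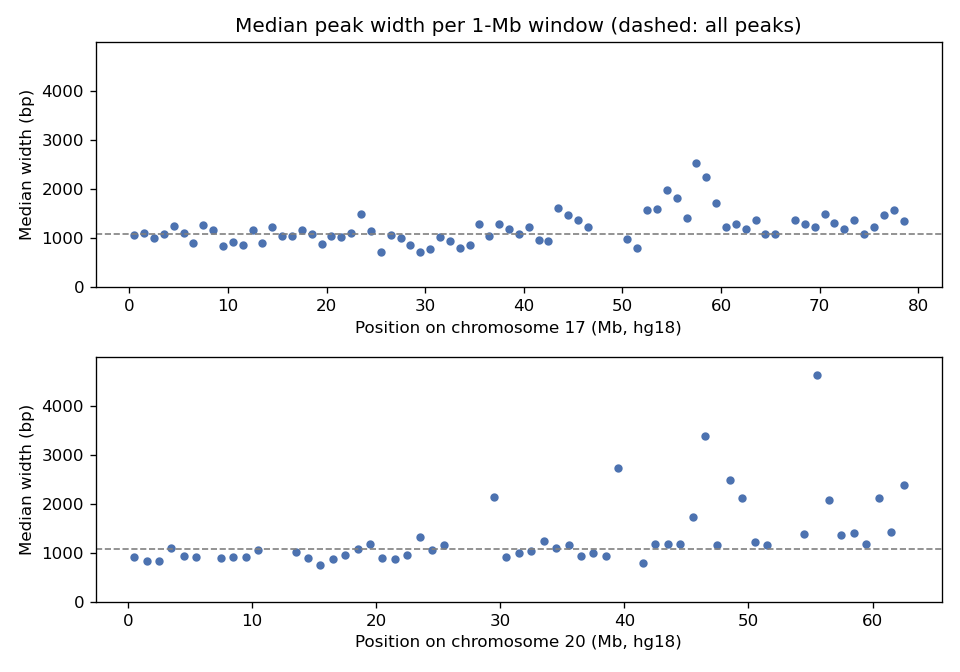
Median width of PBX1 peaks (bp) in 1-Mb windows along chromosomes 17 and 20 (hg18), each point being a window with at least 3 peaks and the dashed line the median of all peaks, 1077 bp. The window from 55 to 56 Mb of chromosome 20 stands highest, at 4626 bp.

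PBX1 peaks were unevenly divided among the chromosomes. Chromosome 19 had 16.96 peaks per Mb between its first and last peak (95% exact Poisson interval 15.96 to 18.003), ahead of chromosome 22 with 13.5 (12.3 to 14.7) and chromosome 17 with 13.3 (12.5 to 14.1). The X chromosome had 4.32 peaks per Mb (3.99 to 4.66) and chromosome 4 had 5.13 (4.81 to 5.46). Chromosome 19 also had the highest median score, 129 (95% order-statistic interval 121 to 138), against 109 on chromosome 21 (98.6 to 119) and 90.5 on chromosome 13 (86.8 to 99.3).

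Extra copies of a region add reads to the loci in it, and chromosomes 1, 17 and 20 carry known gains of part of their length, on their long arms, in MCF7 cells. Values over whole chromosomes therefore dilute a difference confined to the gained part: on chromosome 1, 1261 of the 2288 peaks lay before its largest gap, on the short arm. Their mean density was 10.7 ± 2.26 peaks per Mb (SD over chromosomes, n = 3) against 8.60 ± 2.89 (n = 20) for the others, a difference of 2.08 that did not pass an exact two-sided permutation test over chromosomes (p = 0.231, adjusted p = 0.308). Their mean of median scores was 103 ± 0.262 (SD, n = 3) against 98.8 ± 8.61 (n = 20), a difference of 3.78 that did not pass the exact permutation test either (p = 0.397, adjusted p = 0.407). The direction of the score difference turned when peaks with a score under 100 were left out. The density of chromosome 1 counts its largest gap as length. It was 9.28 peaks per Mb over the whole span, but 10.5 before the gap and 9.83 past it.

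**Figure D3:**
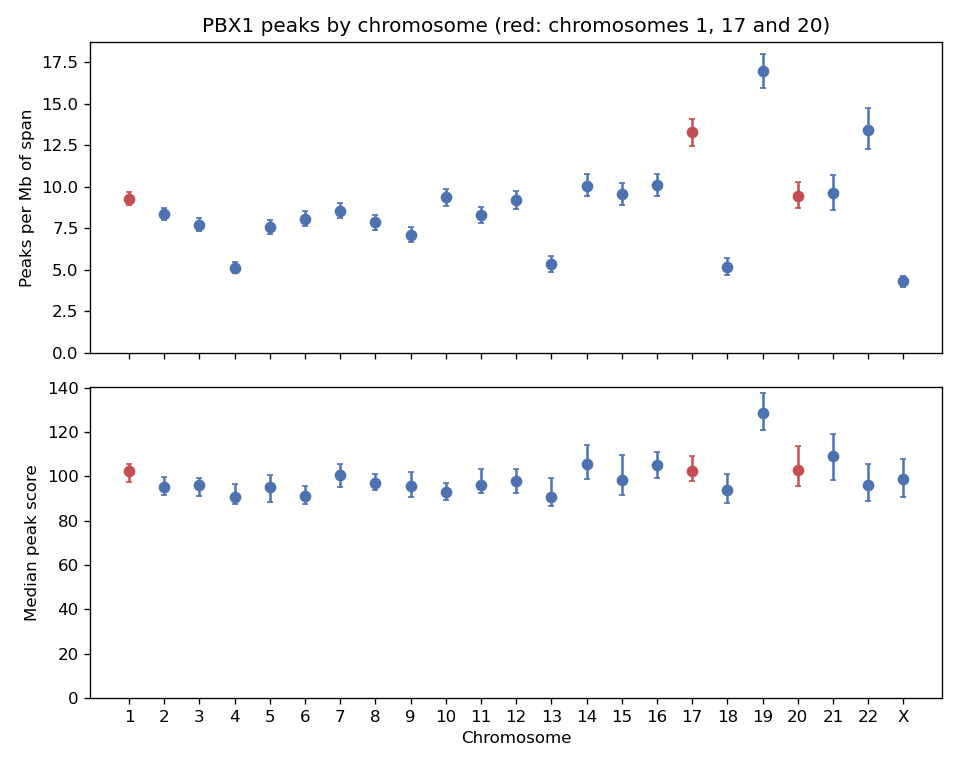
Upper panel, PBX1 peaks per Mb of the span from first to last peak, with 95% exact Poisson intervals; lower panel, median peak score with 95% order-statistic intervals, for each chromosome. Chromosome 19 is highest in both panels, at 16.96 peaks per Mb and a median score of 129, and the red points are chromosomes 1, 17 and 20.

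PBX1 peaks lay close together more often than random positions. Of all peaks, 34.5% had another within 10000 bp, against a mean of 18.1% in 1000 random placements on the same chromosome spans (range 17.03 to 19.2). The two-sided permutation p of 0.002 is the smallest these placements can give (adjusted p = 0.00533). With random positions kept inside the 1-Mb windows of the real peaks the mean rose to 25.1% (range 23.9 to 26.3), still under the observed share. The median score was 104 (102 to 106) for the 8379 peaks with such a neighbour and 95.6 (94.2 to 97.0) for the other 15875. The share with a score of at least 1000 went the other way, 3.74% (3.35 to 4.16) against 4.14% (3.84 to 4.46), with overlapping Wilson intervals.

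**Figure D4:**
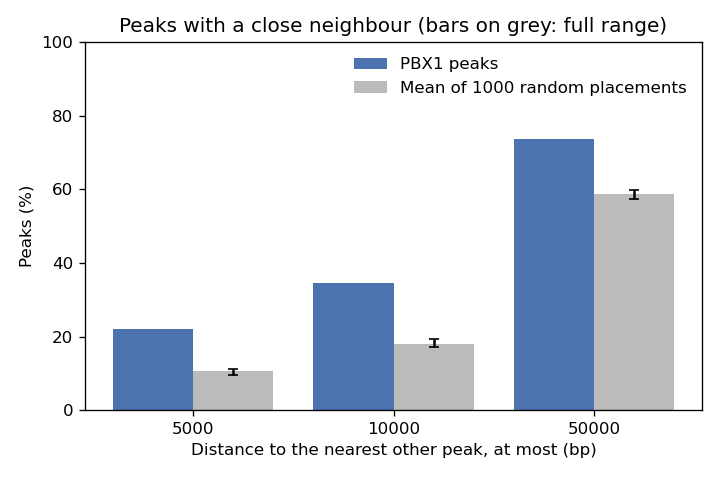
Share of peaks (%) with another peak within 5000, 10000 or 50000 bp, for the PBX1 peaks (blue) and as the mean of 1000 random placements (grey, error bars the full range). The observed shares of 22.02%, 34.5% and 73.7% lie above the random ranges at all 3 distances.

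The densest 1-Mb windows lay mainly on chromosomes 19, 12, 11 and 1. The window from 50 to 51 Mb of chromosome 19 held 41 peaks, and those from 52 to 53 Mb and from 2 to 3 Mb of this chromosome held 36 and 34. On chromosome 12 the window from 6 to 7 Mb held 39 peaks and that from 123 to 124 Mb held 35. Chromosome 7 had 38 peaks from 75 to 76 Mb, and chromosome 11 had 37 from 65 to 66 Mb and 36 from 34 to 35 Mb. On chromosome 1 the windows from 23 to 24 Mb and from 27 to 28 Mb held 35 peaks each. The median over the 2589 windows with a peak was 8 peaks.

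The study assayed a set of sites one by one with ChIP followed by quantitative PCR, and 20 of the 48 listed positions overlapped a peak. Moving all positions along their chromosomes in 40 steps gave a mean of 1.07 overlaps and at most 4. Of the 14 positions listed by gene, 3 overlapped a peak. These included the enhancer and the promoter of CCND1, the gene of the cell cycle regulator cyclin D1, with peaks on chromosome 11 from 69177716 to 69180158 (score 205) and from 69162770 to 69163505 (score 101). The third, the positive control at SESN1, which encodes a stress-response protein, overlapped a peak on chromosome 6 from 109436620 to 109438283 with a score of 3100. This position is also listed as numbered PBX1 site 1, though it was counted here by its gene. The other 11, among them the enhancers of MYC, FOS, TFF and EGR3 and the negative control at RHO, overlapped none. By ChIP and quantitative PCR the study reported PBX1 at sites near MYC, FOS, TFF1 and EGR3 before and after estrogen. It described them as estrogen receptor sites that overlap with PBX1, picked from its genome-wide data. Its sequenced ChIP came from cells in full media. Whether the medium or the listed positions account for the misses at these sites was not tested. Within 5000 bp of a peak lay 24 positions, against a mean of 5 and at most 13 after shifting. They included the MYC enhancer, 1144 bp from a peak, and also the negative control at RHO, 2724 bp from one. The 34 numbered positions split by their order in the list, since the first 17 all overlapped a peak and the last 17 overlapped none. The build of the listed positions is not stated, so neither the 28 misses nor the share of 20 in 48 was read as presence or absence of PBX1 at the whole set. Sites that were picked from these peaks are not independent evidence of them.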

Values the study reported

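The study reported 24254 high-confidence PBX1 sites in MCF7 cells at a p of 1e-5 or lower. It gave over 28 and 31 M reads for the ChIP library and the input, M standing for mega. Of the reads, 88% of the ChIP library and 96% of the input were aligned. Directed assays by ChIP and quantitative PCR were run on 37 of the sites, which it described as chosen at random.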

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

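The tests of median width and the share of wide peaks on chromosomes 1, 17 and 20, the regional relation of width, the share of peaks with a score of at least 1000, the merging of close peaks before the neighbour count and the relation of score to width without peaks at 3100 or more (rho 0.393) were chosen after the data had been seen; the other alternatives were planned. Of 53 alternative values for 11 results, 46 kept their direction and side of the threshold or stayed within the range set for counts and medians. Among the 46, 23 were the relation of score to width on single chromosomes. The settings limited to autosomes and X could not differ, since the list holds no other chromosomes. The number of peaks fell from 24254 to 11934 with a score of at least 100 and to 10000 when only the highest scores were kept, which both settings bring about by construction. The median width rose from 1077 to 1219 bp with a score of at least 100; narrow peaks tend to score low, as the rho of 0.401 shows. The share of high-scoring peaks on chromosome 19 was 18.9% at a threshold of 500 and 6.68% at 2000, against 12.4% at 1000, a shift set by the threshold itself. The difference in median score between chromosomes 1, 17 and 20 and the others reversed, from 3.78 to -3.21, with a score of at least 100; neither value passed its exact permutation test and the cause was not tested. The excess of peaks of at least 4000 bp on these chromosomes, 1.34 percentage points in the mean share, was 0.693 without chromosome 20 (exact p = 0.139) and no longer passed, with 1 chromosome fewer in the test. Gene number as the denominator of peak density was not run, nor were the alternatives of the 8 results that need a genome or annotation of build hg18. Leaving out a replicate was not possible with 1 ChIP library, and no paired analysis was possible because each group had 1 library. The unknown depth behind each peak limits what a missing or low-scoring peak can show.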

Other observations

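The tests of the share of peaks with a score of at least 1000, of median width and of the share of wide peaks on chromosomes 1, 17 and 20, of width and high scores on both sides of the largest gap of chromosome 1, of the regional relation of width and of merged peaks were chosen only after the results they concern, or related ones, had been seen. The largest group of peaks with gaps of at most 10000 bp lay on chromosome 1 from 23248947 to 23282621, where 14 peaks shared 33.7 kb and 10 of them scored at least 1000. The 1-Mb window around this group, from 23 to 24 Mb, was unlike the rest of the 10 densest. Its median score was 476, and 14 of its peaks scored at least 1000. The others had medians from 72.7 to 141 and at most 4 such peaks. Whether the peaks of this group reflect PBX1 binding was not tested. The next largest groups, of 8 peaks each, lay on chromosome 16 from 67319661 to 67353059 and on chromosome 7 from 72861348 to 72908711, and none of their peaks reached 1000. Among the PCR positions that overlapped a peak, 13 of 20, or 65.0% (95% Wilson interval 43.3 to 81.9), had a peak with a score of at least 1000, against 4.00% of all peaks, and the other 7 had scores from 101 to 612. The positions that overlapped no peak are not part of this share. Of the 20, 17 were counted here as numbered sites, which the study drew from its own peaks, at random by its description. A random draw from all peaks would hold about 4.00% of such scores, and the share of 65.0% lies far above that. Why it does was not tested. The share is not independent evidence about the peaks.

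Chromosome 19 had the largest share of peaks with a score of at least 1000, 12.4% of 1078 (95% Wilson interval 10.6 to 14.5), against 5.37% on chromosome 17, the next highest, and 2.03% on chromosome 6, the lowest. Chromosomes 1, 17 and 20 together reached only 4.31% (3.72 to 4.99), but this share covers whole chromosomes, of which only a part is gained. The part of chromosome 1 past its largest gap, its gained long arm, reached 3.21% (2.30 to 4.48), against 4.36% (3.37 to 5.63) before the gap. The intervals of the 2 sides overlap, and 14 of the 55 such peaks before the gap lay in the window from 23 to 24 Mb. The difference between the sides was therefore not read. The share past the gap lies under the whole interval of chromosome 19. On this 1 arm, that argues against a copy gain like that of the long arm of chromosome 1 as the cause on chromosome 19. The gained parts of chromosomes 17 and 20 were not set apart, so gains of their size were not tested. The excess did not rest on a few dense windows: without the 10 windows of chromosome 19 with the most such peaks the share was still 9.18% (7.41 to 11.3). Chromosome 19 is known to be rich in genes, and whether gene density accounts for the share was not tested. No other explanation was tested, since the samples form no groups that bear on one and no annotation of build hg18 was used.

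Peaks 100000 to 1000000 bp apart were weakly alike in width. Between such peaks, wide or not, the width left after removing its trend with score had a Spearman's rho of 0.174. This lay outside the 95% range of shuffled peaks, -0.0126 to 0.0124 (permutation p = 0.001, the smallest the shuffles can give, adjusted p = 0.004). The value argues against widths that follow each peak's own score only. Without chromosomes 1, 17 and 20 rho was 0.170. The shuffles ran over the whole list, so differences in width between chromosomes could also raise rho. Where wide peaks lie was not tested by this relation. Peaks of at least 4000 bp made up 57 of 3919 (1.45%) on chromosomes 1, 17 and 20 and 113 of 20335 (0.556%) on the others, and over chromosomes the mean share was 1.93 ± 1.18% (SD, n = 3) against 0.582 ± 0.598% (n = 20), a difference that passed an exact two-sided permutation test (p = 0.0096, adjusted p = 0.0192) but not without chromosome 20 (0.693, exact p = 0.139). The share was 3.23% on chromosome 20, 1.63% on chromosome 17 and 0.918% on chromosome 1, and among the others it ran from 0, on 6 chromosomes, to 1.89% on chromosome 21. The median widths of chromosomes 1, 17 and 20, with a mean of 1148 ± 58.8 bp (SD, n = 3) against 1070.0 ± 84.4 bp (n = 20), did not pass the exact test (p = 0.145, adjusted p = 0.232). Copy gain remains a candidate explanation that these data could not settle. On chromosome 1 the largest gap parts the short arm from the gained long arm. Peaks past the gap were 28 bp wider in median, a difference that a permutation by circular shifts of the widths matched often (p = 0.407, adjusted p = 0.407). Their density (9.83 against 10.5 peaks per Mb) and median score (102 against 103), not tested, were lower than before it. This check used median width and not the share of peaks of at least 4000 bp, and chromosome 1 had the lowest such share of the 3. Chromosomes 17 and 20 were not divided in this way, but median widths of their 1-Mb windows with at least 3 peaks differed along them. On chromosome 20 no window starting at 25 Mb or before had a median above 1332 bp. Later windows reached 2143.5 bp from 29 Mb, 2736 bp from 39 Mb and 4626 bp from 55 Mb, though others were as low as 787 bp. On chromosome 17 medians above 1614 bp lay only between 54 and 60 Mb. Whether these windows follow the gained parts was not tested. The 1-Mb window with the most peaks of at least 4000 bp, from 55 to 56 Mb of chromosome 20, held 7 among its 10 peaks. Next came windows with 4 each, among them on chromosomes 1, 16, 17 and 8.

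The short distances between peaks may come from broad regions that were called as several peaks. Once peaks within 1000 bp of each other were merged into 23402 regions, 30.04% of the regions still had a neighbour within 10000 bp, above the range of random placements (16.6 to 18.6), so splitting at this distance does not account for the excess. Splitting over longer distances was not tested, and random positions within the same 1-Mb windows accounted for part of it.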
